A study of Homo sapiens with 12 samples.

How the data were processed

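H3K4me2 was measured by chromatin immunoprecipitation and paired-end sequencing in U-937 cells after 24 hours of vehicle, ATRA, Corin or both drugs, with 2 H3K4me2 libraries and 1 input library per treatment, per the labels. Groups and replicate numbers were taken from the sample titles. The values analysed are 4 deposited peak lists, 1 for each treatment, made from its H3K4me2 libraries against its input, so peaks were analysed as pooled calls and not per sample. The deposited name of each list describes an ENCODE-style optimal set of peaks that are reproducible by overlap; the aligner, the peak caller, its version and its threshold are not stated in the labels.

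Each peak has 5 values from the authors besides its position. The deposited score equals 10 times the −log10 p cut to a whole number and capped at 1000. The fold enrichment over input is a ratio that the authors' peak caller gave at the peak's summit. The deposited −log10 p and −log10 q were given by the same caller, and the lowest −log10 p in the lists lay just above 2. The remaining value is the summit's offset. Scores, folds and −log10 values were used to describe, rank or filter peaks within a list; folds and −log10 p also served to recover the depth of each list, which was compared between lists. The lists use 23 chromosomes (1 to 22 and X).

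The genome build is not stated. In each of the lists, 0 peaks ended past a chromosome of GRCh38. Of the protein-coding start sites of GENCODE release 44, 47.3% lay under a DMSO peak, compared with 4.60% after the start sites were shifted by 1 Mb. Coordinates are therefore given on GRCh38, counted from 1. Annotation came from basic transcripts of 38726 protein-coding and lncRNA genes, and each protein-coding gene's canonical start site was used for gene windows (19951 genes).

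Peaks of the 4 lists that overlapped or touched were merged into regions, and a region was present in a list when it held a peak of that list. Gained and lost regions were counted for each treatment against DMSO and for the combination against each single drug. Shares have 95% Wilson intervals. The 15 presence patterns were compared with a log-linear quasi-symmetry model with effects of each list and of the number of lists that hold a region. Its intervals, and those of the length Jaccard index, came from 1000 bootstrap draws of 10 Mb blocks; 308 blocks held a region. Promoter peaks lay within 1 kb of a start site; other peaks were placed in gene bodies or outside genes. Gene lists were compared by percentile among 10000 random lists of protein-coding genes, matched gene by gene on the number of DMSO regions in the window, with counts of 15 and above matched together. Percentiles describe these lists and are no test across replicates. The lists held 16 retinoid response, 20 myeloid differentiation, 9 complex member and 10 leukaemia stem and progenitor genes, all found in the annotation. Neighbouring genes can share regions. The named regions are the 3 gained and the 3 lost regions of each contrast with the highest −log10 q, and a few of these are given in full. The named genes are the first 8 retinoid genes in listed order with a gained or lost region within 50 kb in the ATRA or combination contrast, with ITGAM, CD86 and CYP26A1 whatever their values; not all of them are described. These rules, the main measures and most of their alternatives were written before the data were examined.

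Depth per library is not given by peak lists. The deposited fold and −log10 p of each peak were solved for a whole number of H3K4me2 fragments, a scaling factor and a background, with a pseudocount of 1 in the fold and a Poisson tail for p. A peak counted as solved when its −log10 p was met within 0.001. This held for 99.9% of the DMSO peaks (53 were not solved) and for 100% of the peaks of each other list. The scaling factor from H3K4me2 to input was 0.610 for DMSO, 0.689 for ATRA, 0.660 for Corin and 0.575 for ATRA+Corin. The lowest background of each list, relative to DMSO, gave the relative depth of the input (1.15 for ATRA, 1.19 for Corin and 1.13 for ATRA+Corin) and of the H3K4me2 libraries. A deeper library detects weaker peaks, so list lengths were also compared after the fragments were thinned, and the background scaled, to the lowest level. This thinning acts at the deposited summits only and cannot add peaks.

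Alternatives were a −log10 q of at least 5, the same number of peaks in each list, peaks within 1 kb merged, strong peaks required on the side with the peak only, single peaks in place of regions, overlaps of 50% and reciprocal 50%, a promoter window of 2.5 kb, and gene windows of 10 and 100 kb. Added after the data were examined were equal depth, the input counted once, and the same number of regions in each list, together with the coverage of start sites. For coverage of start sites, positions in DMSO peaks over 2.5 kb from any start site were matched to start sites in GC content bins of 4% over 300 bp. Left out were results by replicate, which the pooled lists do not give.

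Recovery of fragments, the pattern model, interval overlap and the gene-list percentiles were tested on simulated data; the other procedures were not. In 4000 simulated peaks, 100% of the fragment numbers were recovered. In 78492 simulated regions without an effect, observed and expected pattern numbers differed by at most 2.42%. These regions were simulated with the form of list effects that the model assumes, so lists that differ in another way were not tested. Adding 40% to the regions of a single pair of lists raised the ratio of that pair to 1.14, so the model understates such an excess. In 5532 simulated interval checks, 0 answers were wrong. Of 400 simulated gene lists without an effect, 5.75% lay past a percentile bound, and with 1 region added per gene 88.5% lay past the upper bound. The simulated genes shared no regions, so these shares may not hold for lists with neighbouring genes. Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9 were used.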

Results

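H3K4me2, a histone modification found at promoters and enhancers, was mapped by chromatin immunoprecipitation and sequencing in U-937, a human leukaemia cell line of the monocytic lineage that the labels describe as acute myeloid leukaemia cells. The cells received the vehicle DMSO, all-trans retinoic acid (ATRA) at 0.1 µM, Corin at 0.1 µM, or both drugs at 0.1 µM each, for 24 hours. Corin is a synthetic inhibitor that blocks the histone demethylase LSD1 and the histone deacetylases of the CoREST complex, which removes methyl groups from H3K4. Of the 12 libraries, 8 were H3K4me2 libraries (2 per treatment) and 4 were inputs (1 per treatment). The series compares ATRA and Corin, alone and together, with vehicle, and its title names the relation between CoREST, p300 and retinoic acid signalling. The values analysed are 4 peak lists, 1 per treatment, each called on its H3K4me2 libraries together with the input as control. Because each treatment has 1 pooled list and no values per replicate, the spread between replicates is unknown, no p-value across treatments is given, and every difference below is a difference between these lists. Intervals given for shares are 95% Wilson intervals and cover counting error only.

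The lists held 65172 peaks after DMSO, 66385 after ATRA, 73997 after Corin and 83969 after ATRA+Corin, so the combination list was 1.29 times as long as the DMSO list. The median peak width was 741 bp in the DMSO list, 870 bp in the ATRA list, 872 bp in the Corin list and 848 bp in the ATRA+Corin list. The peaks covered 73.4 Mb of the genome in the DMSO list, 83.7 Mb in the ATRA list, 95.02 Mb in the Corin list and 108.5 Mb in the ATRA+Corin list. Fold enrichment over input and −log10 q per peak are the authors' own values and are used here within a list, apart from the recovery of depth. The median fold enrichment was 6.79 within the DMSO list, 8.38 within the ATRA list, 6.67 within the Corin list and 6.90 within the ATRA+Corin list. A −log10 q of at least 5 was reached by 74.2% of the DMSO peaks, 81.8% of the ATRA peaks, 76.1% of the Corin peaks and 73.5% of the ATRA+Corin peaks. Library totals are not given by the lists, but the deposited fold and p-values could be solved for the number of H3K4me2 fragments at each summit and the background. The median summit held 39 fragments in the DMSO list, 47 in the ATRA list, 40 in the Corin list and 45 in the ATRA+Corin list. Relative to DMSO, the genome-wide background of the H3K4me2 libraries was 1.02 times as high for ATRA, 1.10 times for Corin and 1.199 times for ATRA+Corin. After depth was equalised, the number of peaks with a recomputed −log10 p of at least 5 was 55617 for DMSO, 57865 for ATRA, 60272 for Corin and 67191 for ATRA+Corin.

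To ask how far each drug changed the set of marked sites, the lists were first compared by overlap of at least 1 bp. A DMSO peak was met by 79.7% of the ATRA peaks (79.4 to 80.0%), 73.7% of the Corin peaks (73.4 to 74.0%) and 63.9% of the ATRA+Corin peaks (63.6 to 64.2%). In the other direction, 90.1% of the DMSO peaks met an ATRA peak (89.9 to 90.3%), 90.7% met a Corin peak (90.5 to 90.9%) and 93.5% met an ATRA+Corin peak (93.3 to 93.7%). A reciprocal overlap of at least 50% moved these shares most, the share of DMSO peaks matched in the ATRA+Corin list falling to 55.1%. The length Jaccard index, which is the length shared by a pair of lists over the length covered by either, was 0.743 for ATRA and DMSO, with a 95% block bootstrap interval of 0.738 to 0.749. It was 0.667 for Corin and DMSO (0.660 to 0.674) and 0.604 for ATRA+Corin and DMSO (0.597 to 0.612). Against the single drugs, the combination shared more with Corin, at 0.744 (0.739 to 0.749), than with ATRA, at 0.679 (0.673 to 0.685). ATRA and Corin shared 0.697 (0.691 to 0.702).

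Overlapping and touching peaks of all lists were merged into 84577 regions, of which 50651 held a DMSO peak, 55980 an ATRA peak, 60428 a Corin peak and 74264 an ATRA+Corin peak. A region was counted as gained when the treated list had a peak in it and the reference list had none, and as lost in the opposite case. Against DMSO, ATRA gained 9923 regions and lost 4594. Corin gained 14649 regions against DMSO and lost 4872. The combination gained 27150 regions against DMSO and lost 3537, a ratio of gained to lost of 7.68. Against ATRA alone the combination gained 22164 regions and lost 3880, and against Corin alone it gained 19072 and lost 5236. The difference between gained and lost regions equals the difference in the number of regions between the lists. When each list was limited to its 50651 strongest regions, which makes gained and lost equal by construction, the regions exchanged with DMSO numbered 6395 for ATRA, 7590 for Corin and 8190 for ATRA+Corin. Gained regions were weak within their lists. The median −log10 q of the regions gained by the combination against DMSO was 4.45, compared with 35.6 for the ATRA+Corin peaks in regions shared with DMSO. A −log10 q of at least 5 was reached by 42.0% of these gained regions, and 0.630% of them ranked above the median shared region of the ATRA+Corin list.

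**Figure D1:**
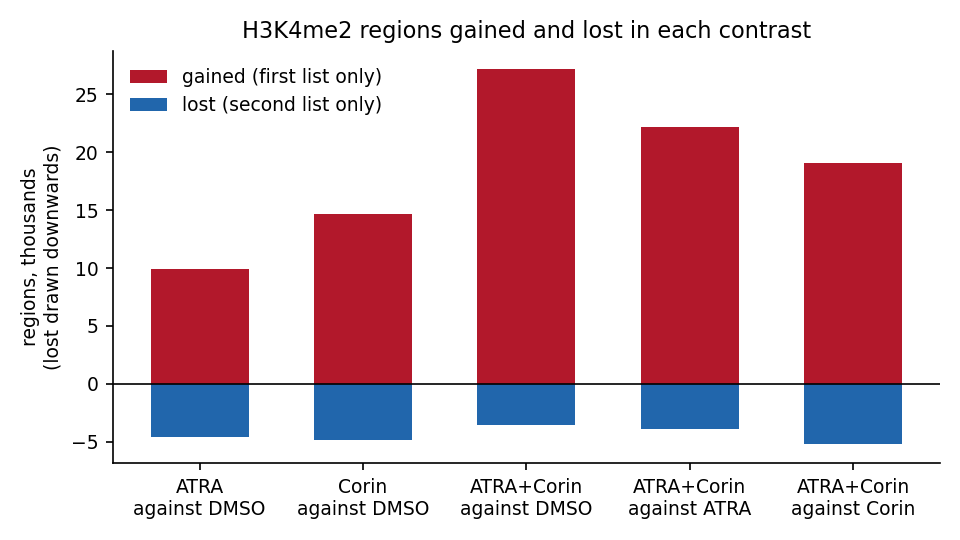
Regions gained (red, upwards) and lost (blue, downwards) in the 5 contrasts named on the horizontal axis. The largest bar is the combination against DMSO, with 27150 gained and 3537 lost regions; each bar is a count from 1 list per treatment and has no error bar.

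The strongest gained and lost regions of each contrast were taken by the authors' −log10 q (positions on GRCh38). In the combination against DMSO, the strongest gained region lay on chromosome 6 from 36953445 to 36957841, over the start site and an exon of PI16. Its peak had a fold enrichment of 32.9 and a −log10 q of 185 in the ATRA+Corin list. The same region was the strongest one gained by Corin against DMSO, with a fold enrichment of 20.97 and a −log10 q of 100.4 in the Corin list, and had no ATRA peak. The next region gained by the combination, on chromosome 19 from 1164048 to 1165862, overlapped an exon of SBNO2 or of a lncRNA gene whose start site lay 597 bp away. It had a −log10 q of 104 in the ATRA+Corin list and was also in the Corin list. The strongest region lost by the combination against DMSO lay on chromosome 6 from 132797974 to 132799241, over the start site of SLC18B1. This region had a fold enrichment of 24.2 and a −log10 q of 126 in the DMSO list. It was also the strongest region lost by Corin against DMSO and the strongest lost by the combination against ATRA, with a −log10 q of 273 in the ATRA list. The next regions lost by the combination against DMSO had −log10 q values of 35.6 and 34.3 in the DMSO list. They lay on chromosome 7 from 73006119 to 73006358, 201 bp from a lncRNA start site, and from 155367543 to 155368125, over the start site of BLACE.

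The region gained most strongly by ATRA against DMSO lay on chromosome X from 129981026 to 129982426, within BCORL1 and outside its exons, 184 bp from a start site. It had a fold enrichment of 26.8 and a −log10 q of 137 in the ATRA list. This region was also among the 3 strongest gained by Corin and by the combination against DMSO, so it was absent from the DMSO list alone. The next region gained by ATRA, on chromosome 19 from 41584566 to 41587073, overlapped an exon of CEACAM21 8331 bp from its start site, had a −log10 q of 89.0 in the ATRA list and was shared with the ATRA+Corin list. The strongest region lost with ATRA, on chromosome 16 from 1241105 to 1241349, overlapped an exon of TPSAB1 381 bp from its start site and had a −log10 q of 30.5 in the DMSO list. Against DMSO, Corin also gained a region on chromosome 20 from 57502566 to 57503822, over an exon of CTCFL, with a −log10 q of 96.8 in the Corin list, and this region was also in the ATRA+Corin list. A region on chromosome 15 from 67041144 to 67044179, within a lncRNA gene and 21423 bp from the SMAD3 start site, was absent from the Corin list alone. It had a −log10 q of 112 in the DMSO list and was the strongest region gained by the combination against Corin, with a −log10 q of 163 in the ATRA+Corin list. The strongest region lost by the combination against Corin had a −log10 q of 25.8 in the Corin list and lay in FMNL2, outside its exons, on chromosome 2 from 152489948 to 152491971. Where peaks were left out of a list, their positions are unknown. Peaks are numbered by p-value in the lists, and among the 30000 lowest numbers 18 were left out of the DMSO list, 16 of the ATRA list, 22 of the Corin list and 17 of the ATRA+Corin list.

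The presence of each region in the 4 lists was then compared with the numbers expected if lists differed only in size and regions only in how readily they are detected. This comparison was needed because contrasts against the same DMSO list share its chance misses. All 4 lists held 43264 regions, or 51.2% of the total. The ATRA+Corin list alone held 13794 regions against 13933 expected, an observed to expected ratio of 0.990 with a 95% block bootstrap interval of 0.985 to 0.995. Regions held by Corin and ATRA+Corin only numbered 6179 against 4999 expected, a ratio of 1.24 (1.22 to 1.26). Regions held by ATRA and ATRA+Corin only numbered 3033 against 3109 expected, a ratio of 0.976 (0.954 to 0.9995). ATRA and Corin only held 296 regions against 946 expected, a ratio of 0.313 (0.276 to 0.349), and all 3 drug lists without DMSO held 4144 against 4065 expected. The DMSO list alone held 1864 regions against 1330 expected, a ratio of 1.40 (1.35 to 1.45). The ratio for Corin and ATRA+Corin moved most when each list was limited to the same number of regions, where it rose to 1.83.

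**Figure D2:**
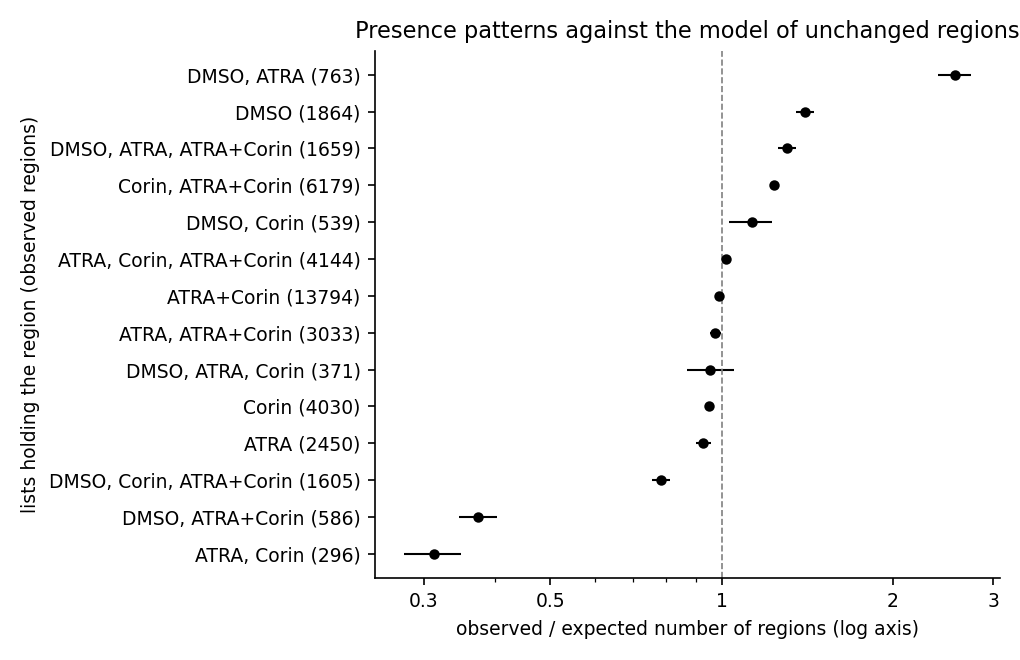
Observed over expected number of regions (horizontal log axis) for each set of lists that hold a region, with the observed number in parentheses; points are ratios and bars are 95% intervals from a bootstrap of 10 Mb blocks. The dashed line marks a ratio of 1; regions held by ATRA and Corin only lie lowest, at 0.313, and regions held by Corin and ATRA+Corin only lie at 1.24.

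Peaks were placed relative to annotated genes. A start site lay within 1 kb of 29.4% of the DMSO peaks (29.1 to 29.8%), 28.2% of the ATRA peaks (27.8 to 28.5%), 28.6% of the Corin peaks (28.3 to 29.0%) and 25.8% of the ATRA+Corin peaks (25.5 to 26.1%). Gained and lost regions were rarer at start sites. This share was 6.09% for regions gained by ATRA against DMSO and 7.75% for regions lost. For Corin against DMSO it was 5.48% of the gained and 8.93% of the lost regions. For the combination against DMSO it was 5.08% of the gained regions (4.83 to 5.35%) and 9.39% of the lost regions (8.47 to 10.4%), compared with 35.5% of the regions shared by these lists. Among the combination's gained regions 65.2% lay elsewhere in gene bodies and 29.8% outside genes, and among its lost regions these shares were 63.3% and 27.3%. Against ATRA, 5.04% of the regions gained by the combination and 8.20% of those lost lay within 1 kb of a start site. Against Corin, the shares were 5.04% of the gained and 5.39% of the lost regions, a difference within the Wilson intervals (4.74 to 5.36% and 4.81 to 6.03%). For gained and lost regions a window of 2.5 kb moved the shares most, to 12.9% of the gained and 16.8% of the lost regions in the combination against DMSO.

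Coverage of the start sites themselves differed between lists; this measure was chosen after the data had been examined. Of 19951 protein-coding start sites, 47.3% (46.6 to 48.0%) lay under a DMSO peak, 48.1% (47.4 to 48.8%) under an ATRA peak, 38.04% (37.4 to 38.7%) under a Corin peak and 38.03% (37.4 to 38.7%) under an ATRA+Corin peak. The share with a peak within 1 kb was 61.3% for DMSO, 61.5% for ATRA, 61.5% for Corin and 62.3% for ATRA+Corin. Farther from the start site the lists with Corin lay above those without. At 2 kb downstream, 22.8% of the start sites had a DMSO peak, 24.9% an ATRA peak, 35.3% a Corin peak and 37.7% an ATRA+Corin peak.

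**Figure D3:**
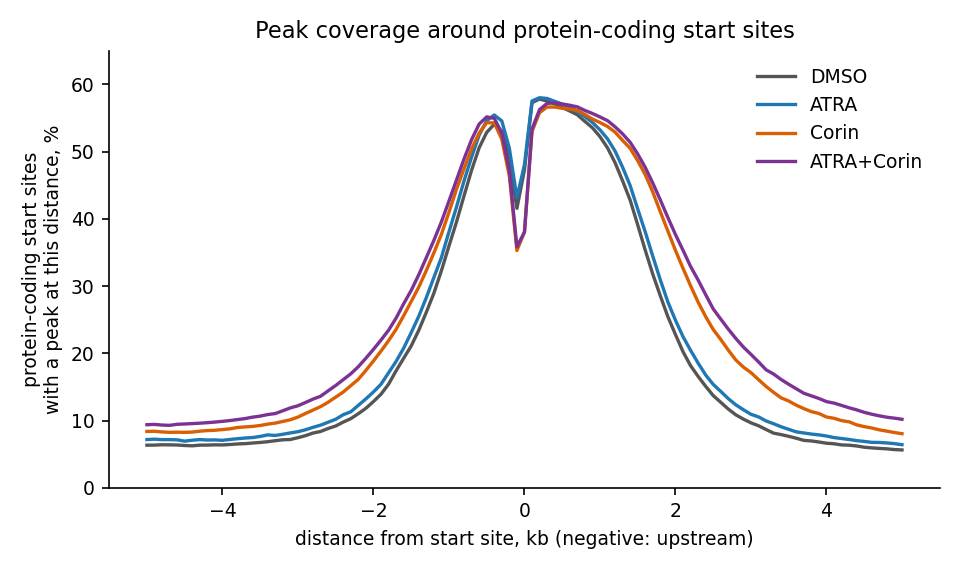
Share of 19951 protein-coding start sites with a peak at each distance (vertical axis, percent) against the distance from the start site in kb (horizontal axis, upstream negative), 1 line per list. The Corin and ATRA+Corin lines dip to 35.3% and 35.9% just upstream of the start site, where the DMSO and ATRA lines dip to 41.6% and 43.1%, and lie above them 2 kb downstream.

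Gene lists fixed in advance were used to ask whether regions accumulated near genes tied to either drug. For each list the gained minus lost regions within 50 kb of the start sites were compared with 10000 random lists matched on the number of DMSO regions. Near the 16 retinoid response genes, ATRA gained a net 16 regions against DMSO (percentile 98.5), Corin a net 13 (percentile 60.2) and the combination a net 62 (percentile 99.9). The combination also gained a net 46 regions against ATRA (percentile 99.5) and a net 49 against Corin (percentile 99.99) near these genes. Near the 20 myeloid differentiation genes the net change against DMSO was 21 regions with ATRA (percentile 99.4), 42 with Corin (percentile 99.9) and 76 with the combination (percentile 99.8). There the combination gained a net 55 regions against ATRA (percentile 97.2) and a net 34 against Corin (percentile 84.5). Near the 9 genes of CoREST, p300 and their partners, the percentiles ran from 80.1 for ATRA to 97.4 for the combination, both against DMSO. Near the 10 leukaemia stem and progenitor genes they ran from 63.4 for Corin against DMSO to 79.0 for ATRA against DMSO. Of the 20 percentiles, 7 lay past 2.5 or 97.5, where chance would put 1 if neighbouring genes shared no regions. The retinoid percentiles depended on weak peaks. With peaks of −log10 q of at least 5, the retinoid list lay at percentile 87.6 for ATRA against DMSO, percentile 87.2 for the combination against DMSO, percentile 68.05 for the combination against ATRA and percentile 90.8 for the combination against Corin. With a window of 10 kb, the value for ATRA against DMSO fell to 9.91, whereas with a window of 100 kb it was 99.7. At 10 kb the combination stayed at 99.6 against DMSO, 99.9 against ATRA and 99.97 against Corin.

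**Figure D4:**
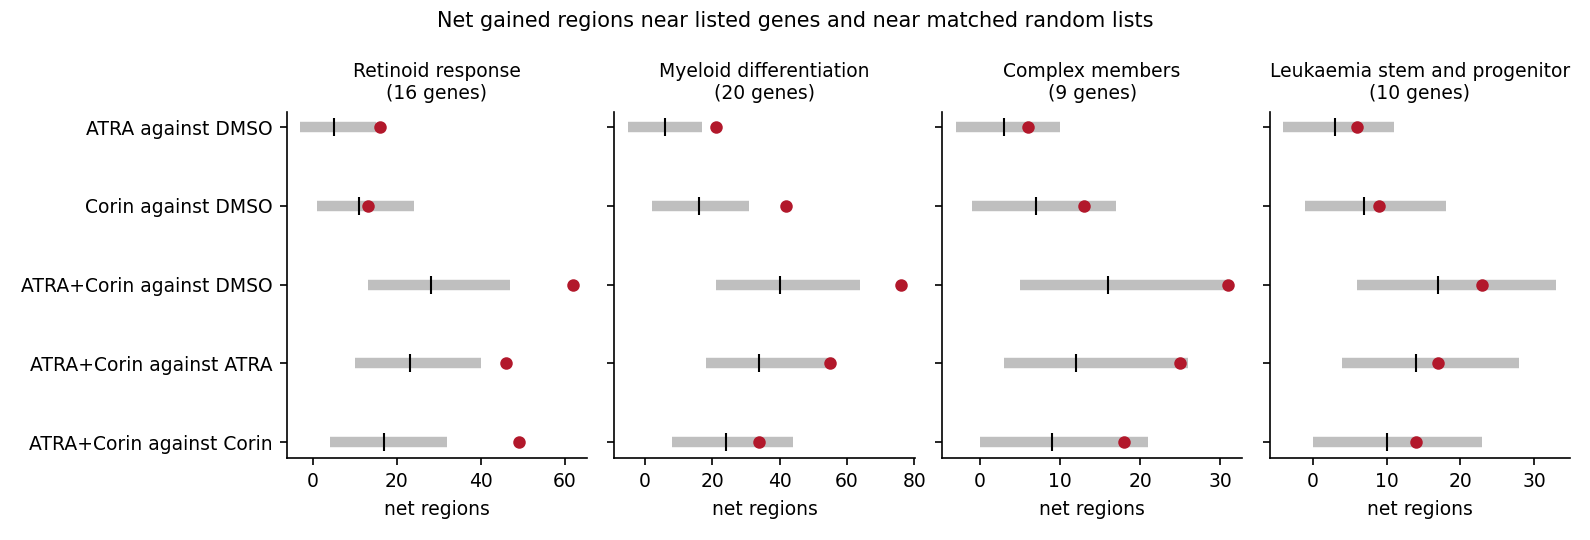
Net gained regions (red points, horizontal axis) within 50 kb of the start sites of each gene list in the 5 contrasts; grey bars span 95% of 10000 random gene lists matched on DMSO regions, and black ticks mark their medians. For the retinoid response genes the combination against DMSO stands at 62 net regions, where the random lists span 13 to 47.

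Among the named genes, TGM2 had the largest change when all peaks were counted. Within 50 kb of its start site (gene on chromosome 20 from 38127385 to 38166578, minus strand) there were 5 DMSO regions, 11 ATRA regions, 8 Corin regions and 22 ATRA+Corin regions. Near DHRS3 (chromosome 1 from 12567910 to 12618210, minus strand) there were 6 DMSO, 9 ATRA, 7 Corin and 18 ATRA+Corin regions. Both combination counts depended on weak peaks. With peaks of −log10 q of at least 5, TGM2 had 4 DMSO, 9 ATRA, 7 Corin and 8 ATRA+Corin regions. DHRS3 then had 6 DMSO, 7 ATRA, 7 Corin and 9 ATRA+Corin regions. The combination gained 6 regions against DMSO near CD86 (chromosome 3 from 122055362 to 122121139, plus strand), where ATRA gained 0 and Corin gained 2. Near ITGAM (chromosome 16 from 31259967 to 31332892, plus strand) the combination gained 2 regions and each single drug gained 0. Near CYP26A1 (chromosome 10 from 93073475 to 93077885, plus strand) each list had 3 regions, with 0 gained or lost in every contrast. Near RARA (chromosome 17 from 40309180 to 40357643, plus strand) there were 11 DMSO, 9 ATRA, 11 Corin and 14 ATRA+Corin regions, and with strong regions only (−log10 q of at least 5 on the side with the peak) the net change was 0 both for ATRA against DMSO and for the combination against Corin. Near STRA6 there were 5, 4, 6 and 7 regions in the same order, and with strong regions only the net change was -1 for ATRA against DMSO and 0 for the combination against Corin, whereas with peaks of −log10 q of at least 5 in both lists it was -2 and 1. RARB, RARRES1, CRABP2 and STRA6 gained 1, 1, 4 and 2 regions with the combination against DMSO, and CRABP2 also lost 1.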

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

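Of the tests in this part, only the use of strong peaks in both lists as a test of opposite directions was chosen after its result was seen. For 11 named genes, the change with ATRA alone (ATRA against DMSO) was set beside the change with ATRA added to Corin (ATRA+Corin against Corin), and the same was done for Corin without and with ATRA, which makes 22 comparisons. Opposite directions appeared at 2 genes, both for ATRA, and at 0 genes for Corin. With 1 list per treatment, the difference between the effects was not tested.

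Within 50 kb of the RARA start site the net number of regions was -2 with ATRA alone and 3 with ATRA added to Corin. When only regions with a −log10 q of at least 5 on the side with the peak were counted, both net changes were 0, so 0 of the 2 kept their sign. With peaks of −log10 q of at least 5 in both lists the net changes were 0 and 1. Weak peaks near the calling threshold may therefore account for the opposite changes. Within 50 kb of the STRA6 start site the net numbers were -1 and 1. With strong peaks only, the change with ATRA alone stayed at -1 and the change with ATRA added to Corin became 0, so 1 of the 2 kept its sign. With peaks of −log10 q of at least 5 in both lists the net changes were -2 and 1, so the opposite directions stayed. For STRA6, peaks near the calling threshold and a real difference cannot be told apart, because these filters gave different answers and the counts are small.

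Opposite directions were also common away from the named genes. Of 6287 protein-coding genes with a net change in both ATRA contrasts, 1748 had opposite signs, or 27.8%, so chance among genes may account for 2 such genes among the 11. An effect of Corin on the response of these genes to ATRA remains possible in the design and was not tested.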

How the results depend on the processing

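No paired analysis was possible because each treatment has 1 pooled peak list and no values per replicate; for the same reason no replicate could be left out. Limiting the lists to chromosomes 1 to 22 and X changed nothing, since every peak already lies there, so it says nothing about stability. The alternatives with equal depth, with the input counted once, with the same number of regions in each list, and those for the coverage of start sites were chosen after the data had been examined. Apart from the same number of regions in each list, where gained and lost are equal by construction, gained regions outnumbered lost regions in 40 of the 40 comparisons under 8 alternatives (among them the one by chromosome, equal depth and the input counted once), with ratios from 2.25 to 12.8 for the combination against DMSO. In most of these alternatives the direction only restates which list has more regions, so it is little evidence of stability. Equal depth kept 83035 of the 83969 ATRA+Corin peaks and could therefore change the counts little. Coverage of start sites changed by less than its counting error with strong peaks and with equal peak numbers. Beyond the causes that the alternatives' own construction gives (fewer peaks, wider windows, stricter overlap), the cause of the changes below was not tested.

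The shares of overlapping peaks moved under each alternative that changed the peaks or the rule. With peaks of −log10 q of at least 5, 78.7% of the ATRA, 77.6% of the Corin and 70.2% of the ATRA+Corin peaks met a DMSO peak, and 94.4%, 92.5% and 95.1% of the DMSO peaks met a peak of these lists. With the same number of peaks in each list, 80.6% of the ATRA, 79.9% of the Corin and 76.96% of the ATRA+Corin peaks met a DMSO peak, and 89.6%, 87.6% and 89.0% of the DMSO peaks met a peak of these lists. With an overlap of at least 50% of the peak, 68.5% of the ATRA, 59.9% of the Corin and 48.1% of the ATRA+Corin peaks met a DMSO peak, and 86.4%, 86.4% and 90.2% of the DMSO peaks met a peak of these lists. With a reciprocal overlap of 50%, 62.9% of the ATRA, 52.2% of the Corin and 42.7% of the ATRA+Corin peaks met a DMSO peak, and 64.04%, 59.3% and 55.1% of the DMSO peaks met a peak of these lists. The share of treated peaks that met a DMSO peak stayed highest for ATRA and lowest for ATRA+Corin in each of these. The share of DMSO peaks met did not keep its order: the Corin list became lowest with strong peaks and with the same number of peaks, and the ATRA+Corin list, highest before, became lowest with reciprocal overlap. The length Jaccard index with strong peaks was 0.690 for ATRA+Corin and ATRA, 0.751 for ATRA+Corin and Corin and 0.703 for ATRA and Corin. With the same number of peaks it was 0.676 for Corin and DMSO, 0.627 for ATRA+Corin and DMSO, 0.696 for ATRA+Corin and ATRA and 0.755 for ATRA+Corin and Corin.

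Counts of regions depended on weak peaks. Gained and lost regions with peaks of −log10 q of at least 5 numbered 9424 and 2177 for ATRA against DMSO, 10268 and 3135 for Corin against DMSO, 17037 and 2117 for ATRA+Corin against DMSO, 11517 and 3844 for ATRA+Corin against ATRA and 11045 and 3258 for ATRA+Corin against Corin. With the same number of peaks in each list they numbered 13742 and 6095 for ATRA+Corin against DMSO, 10185 and 7104 for ATRA+Corin against ATRA and 9931 and 5812 for ATRA+Corin against Corin. When peaks within 1 kb were merged they numbered 7081 and 2997 for ATRA against DMSO, 8927 and 3278 for Corin against DMSO, 16060 and 2124 for ATRA+Corin against DMSO, 12292 and 2440 for ATRA+Corin against ATRA and 10654 and 2367 for ATRA+Corin against Corin. Strong peaks required on the side with the peak only gave 4638 and 1035 for ATRA against DMSO, 5853 and 1305 for Corin against DMSO, 11391 and 888 for ATRA+Corin against DMSO, 7815 and 1318 for ATRA+Corin against ATRA and 5753 and 1014 for ATRA+Corin against Corin. With the same number of regions in each list, where gained and lost are equal, they numbered 6395 and 6395 for ATRA against DMSO, 7590 and 7590 for Corin against DMSO, 8190 and 8190 for ATRA+Corin against DMSO, 6878 and 6878 for ATRA+Corin against ATRA and 6081 and 6081 for ATRA+Corin against Corin. Equal depth gave 26563 gained and 3625 lost regions for the combination against DMSO, within 1.5 times the reported counts, as did counts in all other contrasts under equal depth, under the input counted once and under single peaks without overlap.

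Among the presence patterns, the ATRA+Corin list alone held 6708 regions with strong peaks, 5440 with the same number of peaks, 6655 with peaks within 1 kb merged and 2840 with the same number of regions. For Corin and ATRA+Corin only, the number of regions and the observed to expected ratio were 3700 and 1.32, 3220 and 1.57, 3963 and 1.29, and 2298 and 1.83 under these alternatives, so the ratio stayed above 1 in each. For ATRA and ATRA+Corin only, the ratio was 0.927 with strong peaks and 1.02 with the same number of regions (1276 regions). ATRA and Corin only held 592 regions with the same number of peaks, 167 with peaks within 1 kb merged and 512 with the same number of regions. The ratios for this pair were 0.405 with strong peaks, 0.409 with the same number of peaks, 0.263 with merged peaks, 0.407 with the same number of regions and 0.360 with the input counted once. All 3 drug lists without DMSO held 1776 regions with the same number of regions in each list. The DMSO list alone held 792 regions with strong peaks, 1007 with merged peaks and 3601 with the same number of regions.

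Within 2.5 kb of a start site lay 36.6% of the DMSO, 34.4% of the ATRA, 34.9% of the Corin and 31.9% of the ATRA+Corin peaks, and 11.5% of the gained and 14.9% of the lost regions for ATRA against DMSO, 13.8% of the gained and 15.5% of the lost regions for Corin against DMSO, 12.9% of the gained and 16.8% of the lost regions for ATRA+Corin against DMSO, 13.6% of the gained and 14.2% of the lost regions for ATRA+Corin against ATRA and 13.0% of the gained and 15.8% of the lost regions for ATRA+Corin against Corin. In the combination against DMSO, 59.0% of the gained and 57.4% of the lost regions then lay in gene bodies, and 28.1% and 25.8% outside genes. With strong peaks, a start site lay within 1 kb of 37.03% of the DMSO, 33.0% of the ATRA, 35.6% of the Corin and 33.0% of the ATRA+Corin peaks, and 6.96% of the gained and 8.50% of the lost regions for ATRA against DMSO, 6.37% of the gained and 11.4% of the lost regions for Corin against DMSO, 5.74% of the gained and 12.4% of the lost regions for ATRA+Corin against DMSO, 5.60% of the gained and 10.4% of the lost regions for ATRA+Corin against ATRA and 5.72% of the gained and 6.41% of the lost regions for ATRA+Corin against Corin. In the combination against DMSO, 63.2% of the gained and 60.5% of the lost regions then lay in gene bodies, and 31.1% and 27.1% outside genes. Gained regions had lower promoter shares than lost regions in each contrast under both alternatives.

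Gene-list percentiles changed with the threshold and the window. For the retinoid genes, strong peaks gave 87.6 for ATRA against DMSO, 87.2 for the combination against DMSO, 68.05 against ATRA and 90.8 against Corin, none past the bound, whereas at 10 and 100 kb the 3 combination contrasts stayed past it. The window of 10 kb turned the retinoid value for ATRA against DMSO to 9.91, but at 100 kb it stayed past the bound, at 99.7. The retinoid value for Corin against DMSO was 11.7 at 10 kb and 39.8 at 100 kb. For the myeloid genes, ATRA against DMSO fell to 96.9 at 10 kb and 92.9 at 100 kb, Corin against DMSO to 92.4 with strong peaks, and the combination against DMSO to 95.5 at 10 kb. The combination against ATRA gave 47.5 with strong peaks and 98.3 at 100 kb, and against Corin 40.9 at 10 kb. For the complex members, Corin against DMSO gave 42.3 with strong peaks, the combination against DMSO 98.0 at 10 kb and the combination against Corin 36.5 at 100 kb. For the leukaemia stem and progenitor genes, strong peaks gave 98.6 for ATRA against DMSO, 43.7 for the combination against DMSO, 0.730 against ATRA and 18.3 against Corin. The 10 kb window gave 45.3, 26.4 and 38.8 for these 3 combination contrasts. At 100 kb, Corin against DMSO gave 5.57, the combination against DMSO 43.8 and the combination against ATRA 35.5. Of 132 other values, for single genes under other thresholds and windows, 77 changed by more than 1.5 times (or to or from 0) and 55 did not.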

Other observations

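The tests for steps in the background heights and for strong gained against strong lost regions were chosen only after their results had been seen, and the test for peaks left out was chosen after related shares of kept peaks had been seen. The numbers of regions per presence pattern were known before the model was fitted, and how to read a ratio below its interval was settled only after the ratio of 0.976 had been seen. The pattern at start sites was noticed while the genome build was checked, and its tests were chosen before their own values were seen.

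Fewer start sites lay under a peak in the lists with Corin. Among start sites with a peak within 1 kb, 77.1% lay under a DMSO peak and 78.2% under an ATRA peak, but 61.9% under a Corin peak and 61.1% under an ATRA+Corin peak. Promoters without any peak do not account for this: the share of start sites with a peak within 1 kb was 61.5% in both the ATRA and the Corin list, a difference of 0 percentage points. Weaker peaks at start sites do not account for it either. Among 11313 start sites with a peak of −log10 q of at least 20 within 1 kb in both lists, the share under a peak was still 16.8 percentage points lower in the Corin list; 2178 of these start sites were covered in the ATRA list alone and 272 in the Corin list alone. DMSO and ATRA differed by -0.980 percentage points in the same comparison, and Corin and ATRA+Corin by 0.715. GC content was examined at DMSO peak positions far from start sites and matched to them on GC content, where coverage was 2.53 percentage points lower in the Corin list than in the ATRA list, compared with 15.97 percentage points at start sites that a DMSO peak covered. That is 15.8% of the drop at start sites, so GC content may contribute a small part. A candidate explanation is that Corin shifts H3K4me2 from the start site to its flanks, by further methylation or by loss of nucleosomes at the start site. This is a hypothesis, found and tested on the same lists, and neither route was measured. A difference in fragmentation or handling between the libraries with and without Corin was not tested and stays open.

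The regions shared by the lists pair by Corin more than by ATRA. If the model's form holds, chance detection of unchanged regions would give a ratio of 1 for regions held by Corin and ATRA+Corin only. The observed ratio was 1.24, with an interval of 1.22 to 1.26 that lies above 1. At the same number of regions per list it was 1.83. For regions held by ATRA and ATRA+Corin only the ratio was 0.976, just below 1, and it was 1.02 at the same number of regions per list. There, an effect of ATRA and chance detection cannot be told apart, because the departures at other patterns shift the expected number. Regions held by DMSO and ATRA only were 2.57 times their expected number, and those held by DMSO and ATRA+Corin only stood at 0.374 of it. Regions held by DMSO and Corin only, which both lists with ATRA lack, were 1.13 times their expected number (1.03 to 1.22), so a smaller pairing by ATRA also stays open. An effect of Corin on these regions is consistent with these ratios. A difference between libraries prepared with and without Corin would give the same pairing and was not tested.

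More peaks and more gained than lost regions were found with the combination. In the thinned recount, library depth did not account for all of the difference in peaks. After depth was equalised, the ATRA+Corin list still had 1.21 times as many peaks with a recomputed −log10 p of at least 5 as the DMSO list. Before, the ratio was 1.28. The lists were also not filtered equally: the deposited peaks were 85.6% of the highest peak number for DMSO and 91.8% for ATRA+Corin. The recount used deposited peaks only, so the part of this filtering in the difference was not tested. Gained regions outnumbered lost ones on 23 of the 23 chromosomes, which argues against copy number at a few chromosomes. They also did so in each of 5 equal bins of regions by GC content, with a lowest ratio of 2.19 in the bin richest in GC and a highest of 28.4 in the poorest. The size of the ratio thus goes with GC content. The longer ATRA+Corin list favours a ratio above 1 in every bin. These bins therefore cannot exclude a part of GC content in the direction. Peaks near the calling threshold were examined through regions with a −log10 q of at least 5 on the side with the peak, where gained outnumbered lost 12.8 times. That ratio is itself raised by the longer ATRA+Corin list, in which fewer DMSO peaks can be missing. A shift of the calling threshold alone would place the gained regions below nearly all shared ones, and 0.630% of them ranked above the median shared region. Weak real gains would meet this too, so a shift alone and weak real gains cannot be told apart by it; 42.0% of the gained regions had a −log10 q of at least 5. At the same number of regions per list, 2.86% of the exchanged regions, or 234, lay in the stronger 50% of the ATRA+Corin list, and 113 lay in the stronger 50% of the DMSO list. Exchange at the weak end of both lists therefore leaves a small set of exchanged regions that are strong in 1 list. The 113 are absent from the ATRA+Corin list cut to 50651 regions, so they can still hold a weaker ATRA+Corin peak. Of the 3537 regions lost against the full ATRA+Corin list, 0.452% ranked above the median shared region. How many such regions chance would give was not estimated. Whether the weak regions reflect a spread of H3K4me2 with the combination or a more efficient immunoprecipitation was not tested.

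Few gained regions of the combination lie at start sites. Weak peaks lie away from start sites in every list, but shared regions matched on −log10 q in the ATRA+Corin list had a promoter share of 9.52%, which is 4.44 percentage points above the 5.08% of the gained regions. The strength of the peaks may thus account for most of the distance from the 35.5% of all shared regions. The rest stays open, because width was not matched. The median width was 1684 bp for all shared regions and 438 bp for gained ones, and a wider region reaches a start site more easily.

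Some strong regions were absent from 1 list alone. Among regions that rank within the 30000 strongest peaks of each of the other 3 lists, 4 were absent from the DMSO list alone and 2 from the Corin list alone, with 0 for the ATRA and ATRA+Corin lists. In the DMSO list 4.5 peak numbers were left out per absent region, and 11 in the Corin list. Between 16 and 22 numbers were left out of each list, also where 0 such regions were absent, and the positions of peaks left out are unknown. For the region in BCORL1 and the region near SMAD3, a peak left out and a true absence cannot be told apart, and no biological explanation was tested for them.

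The background heights solved from the deposited values came in steps of 2. Of 83987 backgrounds that were whole numbers, 99.9988% were even, whereas 49.9% to 50.1% of the H3K4me2 fragment numbers were odd. This is consistent with 1 input library per treatment having entered the pooled control a second time, as a single input used for a pair of H3K4me2 libraries could. Counting the input once would leave 62403 of the DMSO peaks and 80929 of the ATRA+Corin peaks above the same −log10 p, which is 95.8% and 96.4% of them, and took the peaks with a −log10 p of at least 5 from 55617 to 42607 in the DMSO list and from 71192 to 54550 in the ATRA+Corin list, with a ratio between these lists of 1.28 before and after. It gave 26035 gained and 3314 lost regions for the combination against DMSO. No biological explanation was tested.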
